A study of Mus musculus with 6 samples. Its data were reported in "Lim Homeobox 8 Is Essential for Beta Adrenergic Stimulation of Thermogenesis in Human Adipocytes" (2026).

How the data were processed

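Total RNA of cultured mouse cells, 3T3-L1 by their labels, was extracted, poly(A) RNA was selected, and libraries were sequenced on a DNA nanoball platform. Per the labels there were 6 libraries in 2 groups, 3 transfected with Lhx8 siRNA and 3 given the transfection reagent alone, and all were of 1 batch. Groups and replicate numbers were taken from the sample titles, and table columns were matched to samples by those names. The study's methods and the submitters' processing notes name HISAT, Bowtie2, RSEM and DESeq2. Versions of these tools, the genome build and the annotation release are not given in the sources used here, so no coordinates are reported. Whether strand was used in counting is not given either, so overlapping genes on opposite strands could not be told apart.

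The count list holds estimated counts per gene and library, which the authors deposited as read counts. Of these values 86.8% are whole numbers, and the rest are fractions of the kind RSEM gives when reads are split between similar genes. The authors deposited the mean count of each group beside them, which equalled the mean of the 3 counts (largest difference 0). The authors also deposited a log2 ratio of siRNA over vehicle and a p-value for each gene, and the sources used here do not say whether that p-value is adjusted. Only 232 selected genes are in this table. Column totals are therefore not library sizes, and a list chosen for its difference has no unchanged majority for a scaling to rest on.

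A second deposited table with 834 entries repeats the count list and goes on with 602 further entries, termed the second gene list. Of the 1392 repeated cells 1347 equal the count table, 32 are serial numbers of calendar dates and 13 are numbers shown in a date format. The values of the second list were deposited by the authors under the heading of read counts, but only 0.920% of the genuine ones are whole numbers. What the authors did to make these values is not given in the sources used here, and the deposited values were therefore treated as a score of unknown scale and not as counts. A spreadsheet had read some decimal values as dates. Of 3612 cells, 3042 hold a genuine number, 42 are left as calendar dates, and 528 are in date format, each of which equals the mean of the remaining values of its group within 0.01. Those 528 cells were taken as filled in by the authors and were not used as measurements. Group means of such genes rest on fewer libraries, and filling in lowers the apparent spread.

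For the count list, estimated counts were rounded to whole numbers and tested with edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3), siRNA against vehicle, unpaired. All libraries had 1 common size, since the table is a short list, and genes needed a summed count of at least 10, which all 232 had. P-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The planned design assumed counts for every gene. The second list holds another unit, so its genes were tested with limma 3.58.1 (trend) on log2 of the value plus 0.1, for the 496 genes with at least 2 genuine values in each group. The 17 genes in both lists were analysed in each list separately.

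The 14 gene lists (the siRNA target, thermogenic genes, IL-33 and type 2 immunity, adipocyte and lipid genes, interferon response, chemokines and cytokines, complement and acute phase, extracellular matrix, muscle, immediate early genes, leukocyte, endothelial and keratinocyte or epithelial markers, and satellite repeat gene models) were written from general knowledge. Lists with at least 3 members were tested with fry of limma, counting in the second list only members with genuine values in all 6 libraries. Fry asks whether the genes of a set move on balance in 1 direction and does not compare the set with other genes. No enrichment was tested, because the background from which the authors selected genes was not used here.

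The test, the alternatives for the count list, the gene lists and the rule for named genes were fixed before the deposited data were examined. They were fixed after the study's supplementary gene list had been read, which showed vehicle 3 apart from the other vehicle libraries. The comparison of replicates and the fits leaving out each library were planned for that reason. These choices were therefore not independent of the data. The named genes are the siRNA target and all measured members of the IL-33, thermogenic and immediate early lists. They are also the 8 genes with the largest fall and the 8 with the largest rise among genes with a mean of at least 20. To these are added the 6 and 6 such genes with the largest fall and rise whose groups do not overlap, and the 2 most abundant members of every other list. The rule gave 49 genes in the count list and 35 in the second list, not all of which are reported here. Further genes named were chosen after their values were seen: Sohlh1, Tgtp1, Tgtp2, Adipoq, Apod, Scd1, C1s1, Capn6 in the second list, and those in the closing section described as such.

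Alternatives for the count list were TMM, DESeq2 size factors and column sums as scalings, filters on low counts, DESeq2 1.42.0, limma-voom, robust edgeR, a Poisson comparison of group sums, unrounded counts, a fold threshold, each library left out in turn and a replicate block. All alternatives for the second list were chosen after seeing the data. They were the filled-in cells taken as values, complete genes only, pseudocounts of 0.01, 0.5 and 1, mean values of at least 1 and at least 20, median centring, limma without trend or with robust estimation, a fold threshold, each library left out and a replicate block. A count of genes whose 3 libraries of a group lie wholly beyond the other 3 was also made.

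The tests were checked on simulated data. With a small spread between replicates (dispersion 0.02), the edgeR test on the 232 genes called 96.3% of 2-fold and 100% of 4-fold changes at a mean count of at least 20, and 43.7% and 79.3% below it. Of unchanged genes it called 4.78% at a mean count of at least 20 and 3.08% below it. With the spread fitted to the 6 libraries (dispersion 0.830) it called 0% of 2-fold and 0.706% of 4-fold changes at a mean count of at least 20. Every simulated library had the same spread, whereas in the data vehicle 3 stood apart. These rates therefore do not describe the fits without vehicle 3 or under TMM. The limma test on the 496 genes of the second list called 59.5% of simulated changes of 1.19-fold and 100% of 2-fold changes, and 0.949% of unchanged genes. Reading, checks and figures used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9.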

Results

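RNA was sequenced from cultured mouse cells that the labels give as 3T3-L1, a fibroblast-derived line used as a model of the preadipocyte, the precursor of the fat cell. The comparison asked which genes differ in expression when Lhx8, a LIM homeobox transcription factor, is targeted with small interfering RNA (siRNA). There were 6 libraries, 3 from cells given Lhx8 siRNA and 3 from cells given the transfection reagent alone (vehicle). The study calls the sequenced controls wild-type or vehicle-treated, and in other assays gives a non-silencing siRNA as control. With the reagent alone as control, an effect of losing Lhx8 cannot be told apart from one of any transfected siRNA. The labels call the cells preadipocytes and number the line upward from sample to sample, whereas the study describes cultured adipocytes and worked with primary cells too. Both the stage of the cells and whether they were the line or primary cells are therefore uncertain. The labels do not say that the libraries of a group came from separate cultures, and the p-values measure only the spread between these libraries, which may be technical.

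Expression was deposited as 2 gene lists and not for the whole transcriptome. The count list held estimated read counts of 232 genes. The second gene list held 602 genes with expression values on a scale that the sources used here do not give. The lists shared 17 genes and held 817 genes between them. Over the count list, the total count per library was 24314, 25922 and 24849 in siRNA 1, 2 and 3, and 28919, 24569 and 130467 in vehicle 1, 2 and 3. These totals cover the listed genes only and are not the depth of the libraries. The median value in the second list lay between 60.1 and 67.2 in the 6 libraries, and the depth behind those values is unknown.

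Lhx8, the siRNA target, was in neither list. The knockdown could therefore not be checked in any library, and the group names rest on the labels alone. Every gene of the count list had group means at least 2-fold apart in these libraries, and nearly all tested genes of the second list differed too. How the authors selected the second list is not given in the sources used here. The direction of either list is therefore not independent evidence.

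Vehicle 3 stood apart from the other libraries in the count list. It was the highest of the 6 libraries in 201 of 232 genes (86.6%), and its median log2 distance from the other vehicle libraries was 2.59. Vehicle 1 was the highest in 3 genes and vehicle 2 in 2 genes. Dpt, which encodes the matrix protein dermatopontin, had counts of 1273, 1111 and 8486 in vehicle 1, 2 and 3, against 985, 1324 and 1092 in siRNA 1, 2 and 3. Ccl2, a monocyte-attracting chemokine, had 1436, 1273 and 7096 against 1081, 1324 and 1060. In the second list vehicle 3 was the highest in 28.6% of the 273 genes with a value in every library. The chi-square per degree of freedom between replicate libraries was 5.31 to 8.45 for the pairs without vehicle 3, and 30.8 and 26.03 for its pairs with vehicle 1 and 2. No pair of libraries within a group agreed within sampling noise, so all 6 were counted separately.

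In the count list most genes had lower mean counts with Lhx8 siRNA, largely through vehicle 3, and a small set that included predicted gene models had higher ones. The lowest fold among genes with a mean count of at least 20 belonged to Igfbp5, which encodes a secreted binding protein of insulin-like growth factors. Its counts were 8, 2 and 14 with siRNA and 6, 6 and 456 with vehicle, a log2 fold of -4.26 ± 1.41 (SE). The corresponding log2 folds were -4.20 ± 1.43 for Enpp1, an ectoenzyme that makes pyrophosphate, and -3.91 ± 1.34 for Hlf, a transcription factor with circadian output. Counts of Enpp1 were 2, 2 and 2 against 2, 0 and 115, and those of Hlf were 7, 2 and 7 against 5, 6 and 235. Without vehicle 3 the folds of Igfbp5 and Hlf were 0.41 and -0.04, and Enpp1 had too few counts to be tested. Taking all 3 vehicle libraries, 207 genes had a mean at least 2-fold lower with siRNA and 25 at least 2-fold higher. Leaving out vehicle 3, 32 were at least 2-fold lower and 27 at least 2-fold higher.

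No gene of the count list passed edgeR's quasi-likelihood test at an adjusted p of 0.05 (0 of 232, smallest adjusted p = 0.0675 for Sohlh1 with counts of 0, 0 and 0 against 2, 0 and 90), and 27 had an unadjusted p under 0.05. DESeq2 called 1 gene with its own size factors and 0 with size factors fixed at 1, and limma-voom called 0. These folds assume a common library size. Scaled by TMM, 141 genes had a negative and 91 a positive log2 fold, against 207 and 25 with the common size, and the median moved from -1.55 to -0.12. Without vehicle 3 the median log2 fold was -0.10, with 119 genes negative and 80 positive among 201 tested.

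In some genes the 3 siRNA libraries lay wholly apart from the 3 vehicle libraries. This held for 42 of 232 genes (18.1%), 28 lower and 14 higher with siRNA, where chance gives 10%, or 23.2 genes. The authors had selected these genes for a difference between the same groups, so a share above that of chance is no evidence of an effect. For a single gene in 3 against 3 libraries the smallest two-sided exact permutation p is 0.1, so no single separation can reach 0.05. Htra3, a secreted serine protease, had counts of 9, 5 and 9 with siRNA and 11, 19 and 179 with vehicle, with a log2 fold of -3.16 ± 1.20 that was -0.96 without vehicle 3. Aspn, which encodes the collagen-binding protein asporin, had 82, 93 and 112 against 139, 136 and 785, with a log2 fold of -1.88 ± 1.05 (-0.52 without vehicle 3). Dkk3, a secreted relative of the Wnt inhibitors, Ifitm1, an interferon-induced membrane protein, P2rx6, an ATP-gated channel subunit, and Ip6k3, an inositol phosphate kinase, had log2 folds of -2.36, -2.20, -2.09 and -1.84, which were -0.52, -0.58, -0.58 and -0.90 without vehicle 3. Scaled by TMM, 35 genes were separated, 12 lower and 23 higher.

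**Figure D1:**
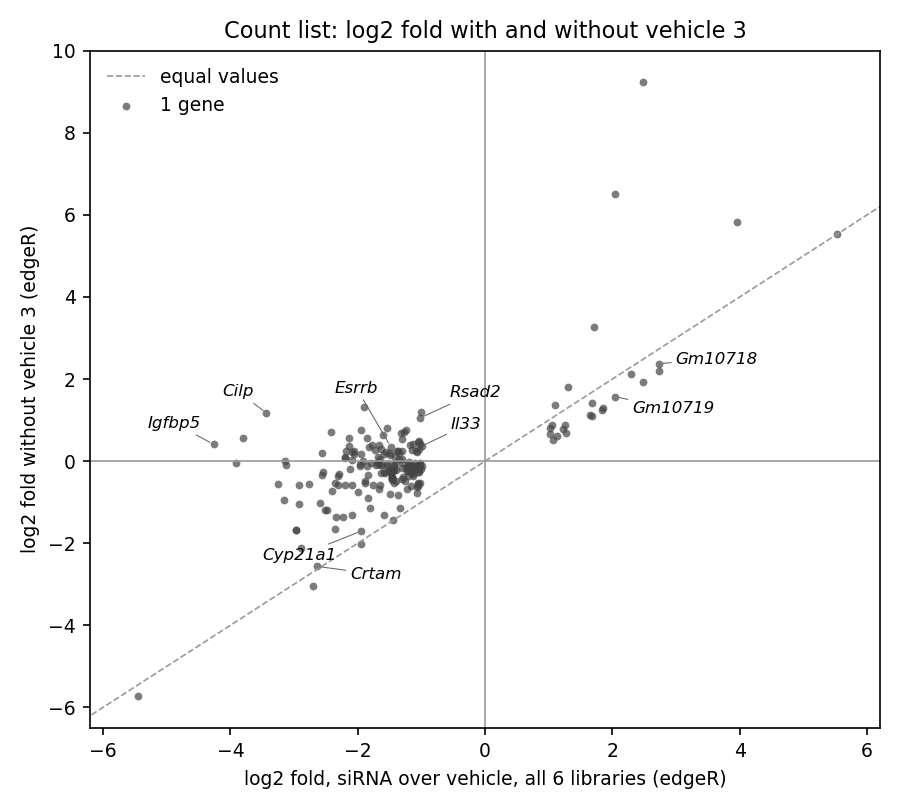
Log2 fold of siRNA over vehicle for the 201 count list genes tested both ways, with all 6 libraries on the horizontal axis and without vehicle 3 on the vertical axis (edgeR, common library size). Each point is 1 gene and the dashed line marks equal values. Most genes with a negative fold over all libraries lie nearer 0 once vehicle 3 is left out, and the median over all 201 genes is then -0.10.

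IL-33 signalling and type 2 immunity are themes that the study drew from this comparison, along with transcription controlled by MyoD1. Its link of Lhx8 to IL-33 also rests on other assays under beta-adrenergic stimulation, which these counts do not test. Of 21 IL-33 and type 2 genes in a list, 5 were in the count list, and all 5 had a negative fold. Il33 itself (ENSMUSG00000024810), an alarmin cytokine, had counts of 27, 24 and 36 with siRNA and 14, 31 and 129 with vehicle, a log2 fold of -0.997 ± 1.08 (adjusted p = 0.364, edgeR). Without vehicle 3 that fold was 0.36, and under TMM it was 0.46. The chemokine Ccl8 had a log2 fold of -1.30 (-0.05 without vehicle 3, 0.10 under TMM), and Ccl17, a chemokine that attracts type 2 helper T cells, had -1.25 (-0.48 without vehicle 3). Crtam, a receptor of activated T cells, had counts of 1, 2 and 1 against 13, 4 and 10, with a log2 fold of -2.65 that was -2.56 without vehicle 3. Arg1, an enzyme of alternatively activated macrophages, had counts of 1, 0 and 0 against 1, 1 and 15. The number of the 5 genes passing was 0, also 0 adjusted over the list alone, and the list test gave an unadjusted p of 0.124 and an adjusted p of 0.441 (fry, limma). Vehicle 3 was the highest library for 4 of the 5.

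Of 27 thermogenic genes, only Esrrb was in the count list. Esrrb (ENSMUSG00000021255), an orphan nuclear receptor, had counts of 33, 49 and 40 with siRNA and 31, 33 and 277 with vehicle, with a log2 fold of -1.48 ± 1.12 (adjusted p = 0.317, edgeR), 0.34 without vehicle 3 and 0.20 under TMM. The immediate early genes Egr1 and Fos, transcription factors that respond quickly to growth signals, had log2 folds of -1.24 and -1.21, which were -0.16 and -0.24 without vehicle 3 and 0.05 and 0.02 under TMM. Vehicle 3 was the highest library for all 3 genes. Neither list had a gene that passed, and both counts were 0 adjusted over the list alone.

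The largest group was the extracellular matrix, with 22 genes, 21 of them with a negative fold. Cilp, a cartilage matrix protein, had counts of 3, 3 and 8 with siRNA and 4, 0 and 151 with vehicle, a log2 fold of -3.43 that was 1.17 without vehicle 3. Dpt and Ogn, which encodes the small proteoglycan osteoglycin, had log2 folds of -1.68 and -1.51, or -0.07 and -0.24 without vehicle 3. The median of the 22 genes was -1.92 over all libraries, -0.30 under TMM and -0.05 without vehicle 3, where 11 of 20 tested were negative and 9 positive. Dmp1, a matrix protein of mineralised tissue, had a positive fold of 1.13 (0.60 without vehicle 3). Vehicle 3 was the highest library for 21 of the 22 genes. None of the 22 passed, 0 adjusted over the list alone, and the adjusted p of the list was 0.441 (fry).

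All 14 adipocyte and lipid genes had a negative fold over all libraries. Without vehicle 3, 8 of 13 tested were negative and 4 positive (median -0.13), and under TMM 9 of the 14 were negative. They included Rarres2, which encodes the adipokine chemerin, and Aoc3, an amine oxidase of adipocytes, with log2 folds of -1.05 and -1.09. Those values were -0.10 and -0.17 without vehicle 3, and 0.16 and 0.10 under TMM. All 16 interferon-response genes were negative over all libraries, among them the innate sensor Sting1 (-1.04) and the caspase Casp12 (-1.04), yet 9 of 14 tested without vehicle 3 were positive, and only 4 of the 16 were negative under TMM. Sting1 and Casp12 were -0.10 and -0.20 without vehicle 3, and 0.16 and 0.10 under TMM. Some of these genes have near-identical copies, such as Tgtp1 and Tgtp2, between which reads cannot be assigned with certainty. The 6 chemokine and cytokine genes were all negative, 4 of them without vehicle 3, with Ccl2 at -1.50 (-0.23 without vehicle 3). Of 7 complement and acute phase genes 6 were negative, 4 without vehicle 3, including C3, the central complement protein, at -1.66 (0.04 without vehicle 3) and the serum amyloid gene Saa3 at -3.13 (-0.09 without vehicle 3). C1s2 had -1.01, -0.07 without vehicle 3 and 0.19 under TMM, and Orm2, an acute phase glycoprotein, had 1.23 (0.79 without vehicle 3). All 7 muscle genes were negative over all libraries, against 4 negative and 3 positive without vehicle 3, with Capn6 at -1.54 and the kinase Dmpk at -1.39 (-0.12 and -0.21 without vehicle 3).

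Vehicle 3 was the highest library for all 14 adipocyte, all 16 interferon, all 6 chemokine and all 7 muscle genes, and for 6 of the 7 complement genes. No member of these lists passed, 0 adjusted over each list alone. The adjusted p of the lists (fry) was 0.519 for the interferon list and 0.441 for the other 4.

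Markers of other cell types moved with the same library. Vehicle 3 was the highest library for 9 of 10 leukocyte, 4 of 4 endothelial and 12 of 12 keratinocyte, epithelial and mesothelial markers. Msln, which encodes the mesothelial surface protein mesothelin, had counts of 599, 718 and 624 with siRNA and 654, 588 and 3698 with vehicle. The leukocyte integrin subunit Itgb2 had 19, 21 and 19 against 19, 14 and 213, and Clec14a, an endothelial lectin, had 46, 68 and 63 against 69, 56 and 432. The matrix metalloproteinase Mmp9 had 186, 211 and 154 against 146, 120 and 881. Their log2 folds were -1.35, -2.05, -1.65 and -1.06, and 0.06, 0.25, -0.08 and 0.47 without vehicle 3. No marker passed, 0 adjusted over each list alone, and the adjusted p of the lists was 0.452, 0.441 and 0.441 (fry).

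A small set had higher counts with siRNA. The 4 predicted gene models of the satellite repeat list were each separated between the groups. Gm10719 had counts of 85.9, 64.3 and 33.4 with siRNA and 27.0, 14.1 and 2.88 with vehicle, and Gm10718 had 46.8, 24.8 and 22.6 against 8.45, 3.72 and 2.11, with log2 folds of 2.05 ± 1.10 and 2.73 ± 1.14 (1.57 and 2.38 without vehicle 3). The list as a set passed over all libraries (adjusted p = 0.0420, fry, 4 genes), though no member did alone, 0 adjusted over the list alone. Its members had been selected for a difference between the same groups, so their common rise is no evidence of an effect. That call was lost under TMM (adjusted p = 0.0704) and on leaving out vehicle 1, 2 or 3 or siRNA 1 or 2 (0.0994, 0.218, 0.178, 0.164 and 0.220). The gene models have near-identical sequences, so their counts are uncertain. Other genes with positive folds were Samt1d (1.64), Wfdc18 (1.28), the uncharacterised transcript 2210418O10Rik (1.10) and Cd207 (1.07), the Langerhans cell lectin langerin. Without vehicle 3 these were 1.11, 0.70, 1.38 and 0.51. Cd207 had counts of 58, 78 and 60 with siRNA and 47, 45 and 1 with vehicle. None of them passed.

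**Figure D2:**
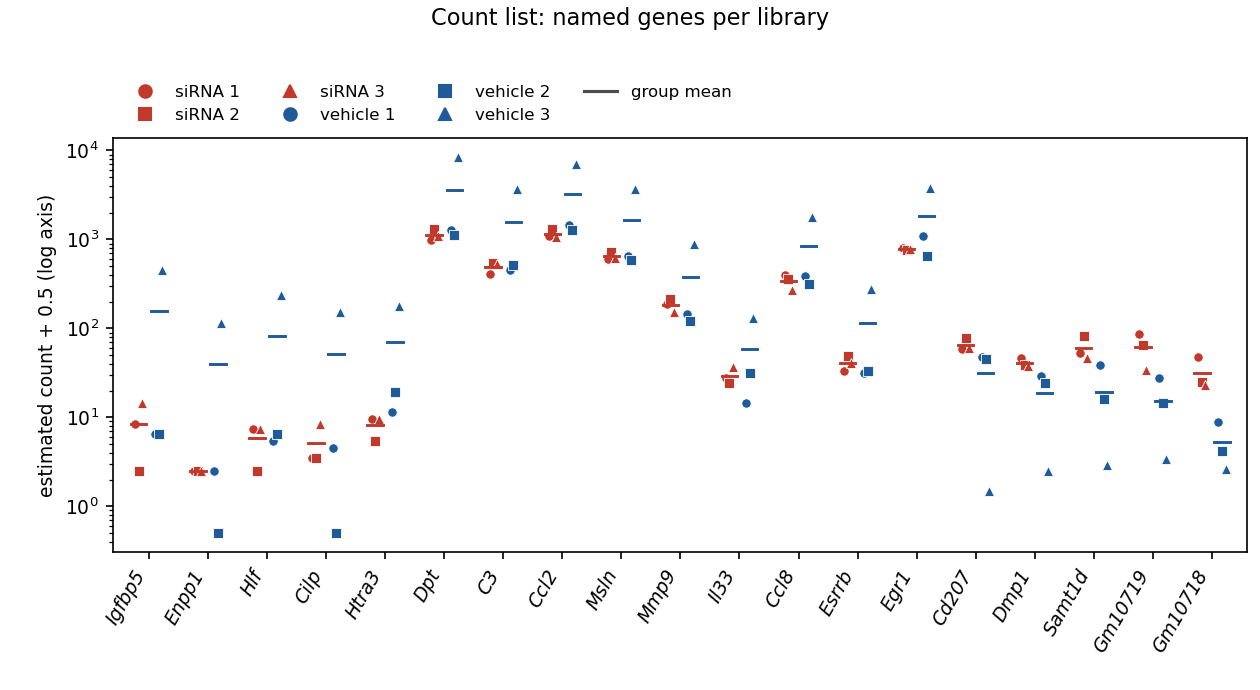
Estimated count of each library plus 0.5, on a log axis, for 19 genes of the count list, with siRNA libraries in red, vehicle libraries in blue and the group mean as a bar. Vehicle 3 (blue triangle) lies above the other 5 libraries for the first 14 genes and below them for the 5 genes on the right, as in Igfbp5 with counts of 456 against 14 or fewer.

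The authors' deposited table of this comparison gave a log2 ratio and a p-value for each of the 232 genes. Its log2 ratios were negative for 207 genes and positive for 25, with none closer to 0 than 1.00. The largest p-value in the authors' deposited table was 2.83e-04, and 6 p-values were given as 0. The ratios equalled the log2 ratio of the summed counts of the groups less a constant of 0.000942, with 0.5 in place of a sum of 0. Taking group medians in place of means, 150 genes were lower and 62 higher with siRNA.

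In the second list, all 8 adipocyte and lipid genes and all 3 complement and acute phase genes were lower with Lhx8 siRNA. Of the matrix list 5 genes were lower and 1 was higher, and of the muscle list 1 was lower and 3 were higher. Most differences were smaller than in the count list, with little spread between replicates. Adipoq, which encodes the adipokine adiponectin, fell from 8.86 ± 0.141 to 3.15 ± 0.453 (SD, n = 2 in each group). Vcan, which encodes the matrix proteoglycan versican, fell from 158 ± 12.3 to 92.0 ± 6.80 (SD, n = 3). Hspb7, a small heat shock protein of muscle, rose from 18.9 ± 2.44 to 36.0 ± 1.30 (SD, n = 3). Of 496 genes with at least 2 genuine values in each group, 242 were lower and 246 higher with siRNA at an adjusted p of 0.05 (limma), and 8 did not pass. With libraries centred on their median the counts were 184 and 251. In 266 of 273 genes with all 6 values, the groups did not overlap (97.4%), 146 lower and 120 higher, where chance gives 10%. Only 7 of the passing genes had an absolute log2 difference of at least 1.

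The list held almost no gene without a difference between these groups, so the share that passed describes the selection and not the transcriptome. For the same reason a gene list whose members share a direction could hardly fail fry. Passing members or gene lists below are therefore no evidence of an effect. All log2 differences of this list are on the scale of the log2 of the value plus 0.1.

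The 8 measured adipocyte and lipid genes all fell with siRNA, 8 of 8 also adjusted over the list alone. The log2 difference was -1.47 ± 0.15 (SE) for Adipoq, -0.89 for the apolipoprotein Apod, -0.55 for angiotensinogen (Agt), -0.51 for the selenium carrier Selenop and -0.29 for lipoprotein lipase (Lpl). The smallest was -0.13 for Scd1, a fatty acid desaturase. Apod and Selenop are in the count list too, where their folds were -2.06 and -1.04, but 0.17 and 0.48 without vehicle 3. As a set the 6 members with complete values were lower (adjusted p = 0.000653, fry), though the selection of these genes largely fixed that call. The 3 genes of the complement and acute phase list fell as well, with 3 of 3 passing adjusted over the list alone and an adjusted p of 0.00808 for the list (fry). They were the complement proteases C1ra (-0.26) and C1s1 (-0.22) and again Agt.

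Among the IL-33 and type 2 genes, Il1rl1, which encodes the IL-33 receptor ST2, was the only one measured. It fell from 22.0 ± 1.17 (SD, n = 3) to 12.2 ± 1.84 (SD, n = 2), a log2 difference of -0.86 ± 0.10 (SE, adjusted p = 1.20e-06, limma). The 2 thermogenic genes measured moved apart. Prdm16, a coregulator of the brown fat programme, rose by 0.40 on the log2 scale (adjusted p = 0.0125, limma), from 5.58 ± 0.177 to 7.39 ± 0.566 (SD, n = 2). Without siRNA 2 the difference was 0.32 with an adjusted p of 0.109. Ldb1, a cofactor that binds LIM domain proteins, fell by 0.17, from 183 ± 2.16 to 162 ± 4.88 (SD, n = 3). The immediate early genes Egr2 and Egr3 fell by 0.38 and 0.49. Every one of these 5 genes also passed adjusted over its list alone.

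Of 6 genes in the matrix list 5 fell and 1 rose, 6 of 6 adjusted over the list alone, and the list as a set was not tested because too few members had complete values. Dpt had a log2 difference of -0.81, Ogn -0.26 and Col3a1, a fibrillar collagen chain, -0.21, while Lama5, a laminin chain of basement membranes, rose by 0.54, although its counts gave a log2 fold of -1.59 (-0.28 without vehicle 3). Of 4 muscle genes 3 rose, 4 of 4 passing adjusted over the list alone, and this list was not tested as a set for the same reason. Acta1, the skeletal muscle actin, rose by 0.78, and the smooth muscle genes Acta2 and Tagln by 0.29 and 0.31, whereas Capn6 fell by 0.24. In the interferon list only Ifitm3 was measured, with a log2 difference of -0.24, and in the chemokine list only Csf1, the macrophage growth factor, with 0.19. Both passed, 1 of 1 adjusted over the list alone. None of the leukocyte, endothelial, keratinocyte or satellite repeat genes was in this list.

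Outside the lists, the genes with the largest falls at a mean of at least 20 included the ectoenzyme Enpp3 (-0.68), the interferon-inducible Ifi27l2a (-0.65), Medag (-0.60), which promotes adipocyte differentiation, the dipeptidase Dpep1 (-0.59), Prl2c3 (-0.58) and the growth factor Ptn (-0.55). Ugt1a6a, a glucuronosyltransferase, had -0.53. Prl2c3 belongs to a family of near-identical genes, so its value is uncertain. The largest rises, beside Hspb7 (0.93), included the orphan receptor Gpr176 (0.62), the decoy receptor osteoprotegerin, Tnfrsf11b (0.61), Glipr1 (0.55), the proteoglycan fibromodulin, Fmod (0.53), thrombospondin, Thbs1 (0.51), and the cadherin Fat1 (0.51). All of them passed at an adjusted p of 0.05 (limma).

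**Figure D3:**
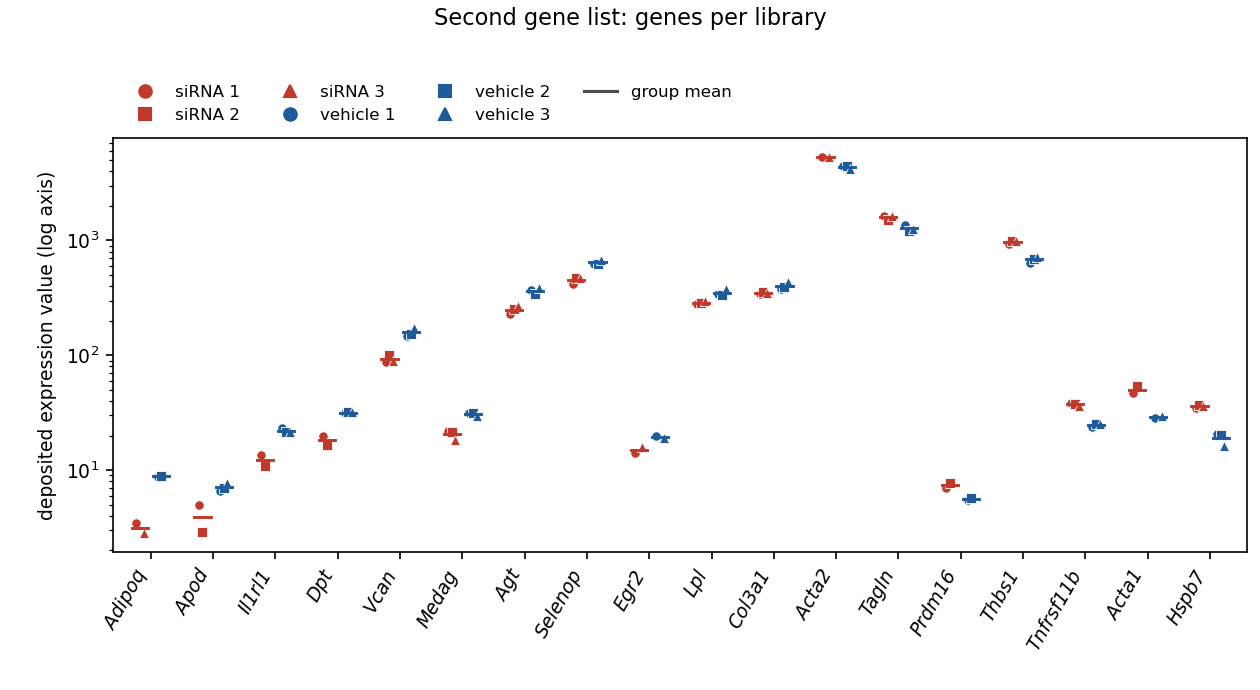
Deposited expression value of each library, on a log axis, for 18 genes of the second list, with siRNA libraries in red, vehicle libraries in blue and the group mean as a bar; values lost to date conversion are left out. Vehicle 3 lies with the other vehicle libraries, and the groups are apart for every gene drawn, from Adipoq with means of 3.15 and 8.86 to Acta2 with 5326 and 4354.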

Values the study reported

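The study reported an average of about 26.20 M reads per sample for its RNA sequencing. It compared 3 samples of Lhx8 siRNA-transfected mouse adipocytes with 3 wild-type samples.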

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

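The alternatives for the second list were chosen after seeing the data. Those for the count list were chosen before, though after the study's supplementary gene list had shown vehicle 3 apart. No gene of the count list passed with TMM, DESeq2 size factors in edgeR, column sums, either filter on low counts, limma-voom, DESeq2 with size factors fixed at 1, the fold threshold or the replicate block, nor without vehicle 3 or any siRNA library. Without vehicle 1 there were 6 genes and without vehicle 2 there were 5, so leaving out 1 library gave 0 to 6. Igfbp5, Enpp1, Hlf, Cntn2 and Sohlh1 passed in both, each on counts of vehicle 3, and Gm10058 was the sixth. DESeq2 with its own size factors called 1 gene (Gm49392), robust edgeR called 1 and unrounded counts 1 (both Sohlh1). A Poisson comparison of summed counts, which holds no replicate spread, called 232. The cause of the single calls was not tested. The spread between replicate libraries, taken over both groups, limits the count list more than counting error does, since the simulated test with a small spread made calls at these counts.

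Genes whose groups did not overlap numbered 32 to 42 under the scalings, and 21 of 128 with a mean count of at least 20, where fewer genes were examined. Vehicle 3 was the highest library in 32.3% of genes under TMM, 36.2% under DESeq2 size factors and 41.4% under column sums, because these scalings divide vehicle 3 by its own high counts of the listed genes. The satellite repeat list was the only list called, and leaving out 1 library gave 0 to 1 lists and TMM gave 0. The authors' direction of lower counts held in 207 genes without vehicle 1 or 2, 140 without vehicle 3 and 150 with group medians.

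Leaving out each library moved the log2 folds between these bounds, with the highest without vehicle 3: Esrrb -1.93 to 0.34, Il33 -1.46 to 0.36, Igfbp5 -4.93 to 0.41, Cntn2 -4.37 to 0.56, Cilp -4.05 to 1.17, C3 -2.10 to 0.040, Mmp9 -1.48 to 0.47, Itgb2 -2.55 to 0.25 and Msln -1.75 to 0.059. The gene model Gm28635 ranged from -1.02 without siRNA 3 to 9.24 without vehicle 3, where a vehicle group at 0 makes the fitted fold no bound. Signs also turned with the scaling. Under TMM the log2 fold was 0.20 for Esrrb, 0.46 for Il33, 0.10 for Ccl8, 0.020 for Fos, 0.055 for Egr1, 0.16 for Rarres2, 0.10 for Aoc3, 0.10 for Casp12, 0.16 for Sting1, 0.19 for C1s2, 0.48 for Mmp9, 0.13 for Msln and 0.11 for Lce1f. Under DESeq2 size factors it was 0.16 for Esrrb, 0.42 for Il33, 0.068 for Ccl8, 0.025 for Egr1, 0.14 for Rarres2, 0.079 for Aoc3, 0.078 for Casp12, 0.14 for Sting1, 0.16 for C1s2, 0.45 for Mmp9, 0.10 for Msln and 0.087 for Lce1f. Under column sums it was 0.087 for Esrrb, 0.35 for Il33, 0.029 for Ccl8, 0.0025 for Egr1, 0.11 for Rarres2, 0.037 for Aoc3, 0.044 for Casp12, 0.10 for Sting1, 0.13 for C1s2, 0.40 for Mmp9, 0.048 for Msln and 0.059 for Lce1f. The other named genes of the count list kept their direction under each scaling.

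In the second list the count of passing genes was 444 to 466 on leaving out 1 library and 400 to 583 under the other settings, except complete genes only (271, fewer genes tested) and the threshold on the difference (7). The 35 named genes kept their direction, and all but Prdm16 without siRNA 2 still passed, with filled-in cells, other pseudocounts, median centring, no trend, robust estimation and each library left out. The replicate block could be fitted for 31 of them, which kept direction and call, and none of the 35 reached the threshold on the difference. With filled-in cells 4 gene lists were called in place of 2, the matrix list lower and the muscle list higher, since more members then had values.

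Deviations of same-numbered libraries correlated weakly, at 0.0656, 0.0610 and 0.121 in the count list and 0.253, 0.123 and 0.0343 in the second list, against -0.110 to 0.0586 and -0.307 to 0.133 for differently numbered ones. Since not every same-numbered pair was above 0.1 in either list, the numbers were not taken as pairs. With the replicate block 0 genes of the count list passed (3 at an unadjusted p under 0.05), the satellite repeat list kept its call (adjusted p = 0.0207, fry), and 445 of 455 genes of the second list passed (limma).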

Other observations

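The tests of explanations in this part, the splits of the libraries included, were written after the results were seen, and the genes it names were chosen after their values were seen.

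A few genes of the count list were apart in all libraries and not only through vehicle 3. The steroid 21-hydroxylase gene Cyp21a1 had counts of 6, 6 and 2 with siRNA and 17, 14 and 24 with vehicle, and Ntn5, a netrin-related secreted protein, had 7, 7 and 13 against 23, 17 and 29. Their log2 folds without vehicle 3 were -1.71 and -1.14. The gene model Gm10406 had 6.42, 5.15 and 6.21 against 16.4, 14.8 and 15.5, with a log2 fold of -1.43 without vehicle 3. At higher counts, Laptm4b had 878, 953 and 872 against 1557, 1509 and 2627, with -0.77 without vehicle 3. Of 14 interferon-response genes tested in edgeR without vehicle 3, 9 had a positive fold and 5 a negative one. The antiviral gene Rsad2 had counts of 72, 52 and 63 with siRNA against 26 and 34 in vehicle 1 and 2, and Gm12185, an interferon-inducible GTPase model with close copies, had 15.6, 17.0 and 16.4 against 7 and 6.80, whereas Ifitm1 had 9, 9 and 5 against 11 and 12. The test for change in either direction, which took all 16 genes of that list, passed without vehicle 3 (adjusted p = 0.010, fry's mixed test), against 0.535 with all libraries and 0.336 to 0.830 under the other settings. Their common direction did not pass (adjusted p = 0.286, fry), and no single gene passed edgeR (0 of 201, smallest adjusted p = 0.131, 22 with an unadjusted p under 0.05).

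In the second list 7 genes differed by at least 1 on the log2 scale, most at low values. There the 0.1 added before the log2 matters, and the threshold was not tried with another pseudocount. Kbtbd11 fell from 1.82 ± 0.122 to 0.803 ± 0.0493 and the neurotrophin receptor Ngfr from 0.710 ± 0.214 to 0.120 ± 0.0557 (SD, n = 3), while Map3k7cl rose from 4.82 ± 0.721 to 10.2 ± 1.82 (SD, n = 2). Zfp965 was listed at 0 in all 3 vehicle libraries and at 2.91, 1.98 and 6.73 with siRNA. LOC665755 was listed at 0 in all 3 siRNA libraries and at 0.470, 0.230 and 0.980 with vehicle. Fam69c fell from 0.273 ± 0.0666 to 0.060 ± 0.060 (SD, n = 3). Adipoq, with values of 3.47 and 2.83 against 8.76 and 8.96, was the other one.

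Most genes of the count list were highest in vehicle 3, with a median log2 ratio of 2.69 over the mean of vehicle 1 and 2 among the 201 genes. Lowering by the siRNA is argued against as the common source: among those 201 genes, the siRNA mean over the mean of vehicle 1 and 2 had a median log2 ratio of -0.17 (quartiles -0.50 and 0.20). Deeper sequencing of vehicle 3 may account for part of it. The SD of its log2 ratio over 128 genes was 1.89 times that of vehicle 1 over vehicle 2, between what a common factor predicts and what excludes one. Yet vehicle 3 was the lowest library in 9 of those 128 genes, which argues against greater depth alone for these 9. The constant of 0.000942 in the deposited ratios leaves no room for a raised vehicle total, if that constant is the ratio of totals. RNA of other cell types in vehicle 3 cannot be told apart from these, since 96.2% of 26 such markers and 85.4% of the other 206 genes were highest there and the genes had been selected on a vehicle mean that vehicle 3 dominates. Msln, Mmp9, Clec14a and Itgb2 reached counts of 3698, 881, 432 and 213 in vehicle 3 and all 26 markers belong to a list selected on these libraries, 21 of them with a count of at least 1 in every library.

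The p-values in the authors' deposited table lie far below those of tests over replicates, with a median of 6.36e-10 against 0.163 for DESeq2 with size factors fixed at 1. A normal test of the log2 ratio of summed counts, with counting error only, gave each of 226 deposited p-values within 0.0141 on the log10 scale. The median absolute log10 difference from DESeq2 over the 6 libraries was 6.88, which argues against that origin. The 226 deposited p-values are therefore those of a test that holds no spread between replicates, to within that 0.0141.

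Genes in both lists had other ratios between libraries in each. The median log2 ratio of vehicle 3 over vehicle 1 was 2.72 in the counts and 0.11 in the second list over the 14 genes with both values. For Igfbp5 vehicle 1 and 3 read 6 and 456 in the counts, and 13.9 and 16.7 in the second list. For 3 genes in both, Lama5, Smpd3 and Tmem119, siRNA was lower than vehicle in the counts and higher in the second list. That tally takes all 3 vehicle libraries. Without vehicle 3 Smpd3 had a positive log2 fold in the counts (0.27). So did Apod, Igfbp5 and Selenop (0.17, 0.41 and 0.48), which were lower with siRNA in the second list. There Igfbp5 rests on siRNA 3 alone (8.45) in its group, and Smpd3 on vehicle 2 alone (9.98), too few values for the limma test. Scaling of the same libraries by gene length and depth would shift every gene by 1 constant. The SD of the shift of vehicle 3 over vehicle 1 was 1.38, but this rests on Enpp1 and Igfbp5 with counts of 2 and 6 in vehicle 1. Over the 10 genes with at least 20 counts in vehicle 1 it was 0.64, and 0.41 without Tmem119, against 0.20 and 0.21 from counting error. The chi-square per degree of freedom about a common shift was 79.2, and 2.71 without Tmem119. Had these same counts been scaled, counting error would be common to both lists and cancel, leaving almost no spread. This pair of libraries therefore argues against scaling, over those genes. For vehicle 2 over vehicle 1 the SD was 0.34 over 10 genes, against 0.27 from counting error. The chi-square per degree of freedom was 5.24, and 4.83 without Tmem119, so this pair argues against scaling too. Scaling is argued against by the siRNA libraries as well, a test chosen after that of vehicle 3 had been seen. The SD of the shift over vehicle 1 in such genes was 0.79, 0.96 and 0.98 for siRNA 1, 2 and 3 (9, 8 and 6 genes), against 0.28, 0.28 and 0.29 from counting error, and 0.77, 0.94 and 0.96 without Tmem119. Within vehicle 1 the second-list value per count ran from 0.0245 for Dpt to 19.7 for Selenop. Scaling by length would need gene lengths that differ as widely, and lengths were not used here. Library names permuted between the lists without any scaling are also argued against. The highest library exceeded the next by a median log2 ratio of 2.49 in the counts and 0.10 in the second list. Scaling by depth could remove such an excess, and the SDs above compare libraries of the same name. Permuted names together with scaling were therefore not tested. It stays open whether the lists may come from different libraries or from steps not given in the sources used here, and no biological explanation was tested.

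The 6 libraries can be split into 3 and 3 in 10 ways, too few for a share under 0.05. For the count list the real split gave 0 genes, which each of the 10 splits reaches by construction, and the highest other gave 2. For the second list the real split gave 488 genes, the only 1 of the 10 to give as many, and the highest other gave 0. A list of genes selected on the real groups gives such a contrast with or without an effect, so it says nothing on chance.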
